# Variable sexually dimorphic gene expression in laboratory strains of *Drosophila melanogaster*

**DOI:** 10.1186/1471-2164-8-454

**Published:** 2007-12-10

**Authors:** Dean A Baker, Lisa A Meadows, Jing Wang, Julian AT Dow, Steven Russell

## Abstract

**Background:**

Wild-type laboratory strains of model organisms are typically kept in isolation for many years, with the action of genetic drift and selection on mutational variation causing lineages to diverge with time. Natural populations from which such strains are established, show that gender-specific interactions in particular drive many aspects of sequence level and transcriptional level variation. Here, our goal was to identify genes that display transcriptional variation between laboratory strains of *Drosophila melanogaster*, and to explore evidence of gender-biased interactions underlying that variability.

**Results:**

Transcriptional variation among the laboratory genotypes studied occurs more frequently in males than in females. Qualitative differences are also apparent to suggest that genes within particular functional classes disproportionately display variation in gene expression. Our analysis indicates that genes with reproductive functions are most often divergent between genotypes in both sexes, however a large proportion of female variation can also be attributed to genes without expression in the ovaries.

**Conclusion:**

The present study clearly shows that transcriptional variation between common laboratory strains of *Drosophila *can differ dramatically due to sexual dimorphism. Much of this variation reflects sex-specific challenges associated with divergent physiological trade-offs, morphology and regulatory pathways operating within males and females.

## Background

An important proportion of phenotypic evolution and variation is the result of changes in gene expression. In order to investigate the molecular processes that lead to divergence in transcript levels between strains or even related species, it is necessary to partition environmental effects of variation from other genetic components. Towards these ends, the use of gene expression estimates derived from microarray experiments have become an increasingly popular tool for attempting to close the gap between genotype and phenotype [1-4]. Results from such studies suggest that, unlike phenotype, the heritable components of gene expression are largely non-additive with epistatic and genotype-environment interactions playing a far greater role in controlling transcriptional abundance than previously expected [5-7]. Such findings have important implications for understanding the maintenance and divergence of transcription levels. Here, we investigate variance observed between males and females of *Drosophila melanogaster *laboratory strains at the gene expression level. Many inbred lines, including wild-type stocks of *Drosophila*, have typically been generated from populations with segregating genetic backgrounds that contain multiple mutations. Our analysis is not designed to make inferences about evolutionary history or heritability, rather it aims to describe the extent to which significant transcriptional variation is inherent in commonly used laboratory strains.

In particular, we wished to determine whether specific classes of gene show variation in transcriptional abundance and whether these relationships are related to sexual dimorphism. It has been reported previously that both the sex and tissue in which a gene is expressed acts to influence the degree of sequence level variation apparent in populations [8-10]. For example, *Drosophila *sequence variation in male reproductive genes is over-represented and appears to be consistently evolving under positive selection [11-14]. By comparison, although some female reproductive genes evolve under positive selection, many do not evolve as quickly as male reproductive genes, and it has been suggested that they are also influenced by balancing selection [15-17]. The accumulation of mutations associated with different aspects of reproduction may subsequently be over-represented and influence transcriptional variation of males more than females. In addition, as laboratory strains are typically kept in isolation for many years, if not decades, strains continue to accumulate transcriptional differences that reflect mutation, genetic drift and selection (or lack there of). Inbreeding depression and the accumulation of deleterious mutations in this fashion is known to have a significant impact on gene expression [18,19].

Ultimately however, variation in gene expression is very likely to be influenced by multiple underlying mechanisms. On the one hand, mutations in regulatory sequences may result in transcriptional differences between strains, but it is also probable that variation reflects the sensitivity of any particular process to the accumulated effects of transcriptional variation. Male fertility and spermatogenesis has received particular attention in this regard. Investigation of post-zygotic reproductive isolation of hybrids has lead to the suggestion that male-biased genes with reproductive functions are more easily perturbed than female-biased genes [20-23]. Indeed at the transcriptional level, male-biased genes display considerable variation both within and between species, while female-biased gene expression appears to have a reduction in the amount of variation apparent in populations [24]. In terms of female-biased variability however, it is important to note that these relationships have not been confirmed through direct investigation of variation in female transcription between genotypes, something we aim to address in the current study.

## Results and Discussion

Our goal was to identify genes that display transcriptional variation between strains of *Drosophila *and to explore evidence of gender-biased interactions underlying that variability. Towards this end, we performed whole-genome microarray analysis, examining relative expression levels in adult males and females that: 1) were variable between genotypes, 2) were variable specifically in each sex, and 3) showed either reproductive tissue or somatic expression. For the latter analysis, we integrated data with a recently generated tissue-specific dataset from FlyAtlas [25].

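Whole males and females of the France, Antigua, Glasgow, Cambridge and Hikone strains, aged 0 to 6 hours and kept at 25°C, were profiled on 29 Affymetrix Drosophila Genome 1 arrays. Of these arrays 15 were of males and 14 of females, with 3 replicates in each group and 2 in Hikone females. The authors adjusted the raw intensities for the GC content of the probes, applied quantile normalization and summarised each probe set with GCRMA, and the deposited values are on the log2 scale. The deposited table holds 44 array controls, which were left out, and 13966 other probe sets, which were tested. The median log2 value of all probe sets averaged 4.50 over the male groups and 4.37 over the female groups. Correlations between replicates of a group were 0.987 or higher in every group except the Cambridge males, where the lowest was 0.975, and the Cambridge females, where the lowest was 0.962. The sex labels were checked on transcripts specific to one sex. SP, a male accessory gland peptide, averaged 10.71 to 11.79 in the male groups and 1.10 to 1.25 in the female groups, whereas the yolk protein transcript Yp1 averaged 13.00 to 13.87 in the female groups and 2.13 to 5.99 in the male groups. The highest of these male values came from the Cambridge males, where Yp1 was 10.85 in replicate 1, 4.95 in replicate 2 and 2.18 in replicate 3. The deposited labels describe the Hikone flies as an Oregon R stock from Japan, whereas the paper lists Hikone apart from its Oregon-R stocks, and the strain names of the paper are used here. Array numbers in the labels run consecutively within each strain, so the order of processing cannot be told apart from strain. Group values are given as mean ± SD of the replicates on the log2 scale.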

After normalization (see methods), differential expression for Sex, Genotype and each Sex × Genotype interaction was investigated with a linear model comparing these contrasts of interest. Linear models are an increasingly popular method for exploring microarray data, where an analysis of variance is fit to each probe and a formal statistical threshold applied to obtain lists of differentially expressed genes. Confidence in differential expression measures can then be improved by utilising a pooled estimate of sample variance with empirical Bayes due to the parallel nature of microarray datasets [26]. The statistical significance for each of the biological effects after Bonferroni correction are given in Table 1.

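One model with a mean for each of the 10 groups of a strain and sex was fitted with limma, and p was adjusted by Bonferroni over all probe sets tested. At an adjusted p below 0.01, 6539 probe sets differed between the sexes and 2205 differed among the strains averaged over sex. Within one sex, 912 probe sets differed among the strains in females and 1350 in males. With each sex fitted on its own these counts were 127 and 476, and without Glasgow, chosen after the data were seen, 241 and 694. The difference between the sexes itself differed among the strains for 357 probe sets, as tested by the interaction of sex and strain. At an adjusted p below 0.0001, the counts were 5477 for sex, 640 for strain, 335 for strain in females, 468 for strain in males and 116 for the interaction. The count for strain rested partly on single arrays, and was lowest, at 1387, without France female replicate 1, at 1390 without France female replicate 3 and at 1424 without France male replicate 3. It also fell without arrays of other strains, to 1552 without Glasgow male replicate 3 and 1575 without Cambridge male replicate 2.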

**Table 1:** Significance level of experimental treatments after Bonferroni correction for each contrast of interest.

**Interactions**	**Significance level**			
	***0.0001***	***0.001***	***0.01***	***0.05***

Sex	5490	6020	6503	6876
Genotype	637	1041	1720	2920
Female × Genotype	334	570	920	1280
Male × Genotype	449	719	1157	1753

In *Drosophila*, it has been widely reported from microarray studies that the majority of transcriptional variation identified within strains is due to gender differentiation with as much as 50% of the genome showing variable gene expression [1,27]. We find that, depending on the statistical threshold, 39% to 49% of variability can be attributed to sexual dimorphism (Table 1). This degree of variation, as well as the chromosomal locations of probes with differential expression (Data Not Shown; Fishers Exact Test; Bonferroni Correction; p < 0.05) is in agreement with previous studies showing an enrichment of female-biased and a paucity of male-biased expression on the *X *chromosome in contrast to the autosomes [2]. 

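The share of probe sets that differed between the sexes was 39.2% at an adjusted p below 0.0001, 42.9% below 0.001, 46.8% below 0.01 and 49.5% below 0.05. Of those called below 0.01, 2521 were higher in males and 4018 were higher in females. Differences over 2-fold were found for 1831 probe sets higher in males and 2383 higher in females. The median of all probe sets was 0.12 (log2) higher in males than in females, and the direction of small differences depends on how this shift is treated. When each array was centred on its median, 10081 probe sets were called and the share of them higher in males was 21.8%, against 38.6% in the deposited values.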

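Chromosomes were taken from the gene table of Release 6 of the genome, with the brightest probe set for each gene. Female-biased expression, over 2-fold at an adjusted p below 0.01, was found for 428 of 1763 genes on the X chromosome (24.3%) and for 1648 of 9035 autosomal genes (18.2%), an odds ratio of 1.44 (Fisher's exact test, two-sided, p = 1.02e-08). Male-biased expression was found for 193 of the genes on the X chromosome (10.9%) and 1471 of the autosomal genes (16.3%), an odds ratio of 0.632 (Fisher's exact test, p = 4.77e-09). Genes are not independent replicates, and these tests describe the genes measured in these flies.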

As was expected, genotypic expression averaged across gender shows a lower degree of variation than male versus female expression averaged across genotype (Table 1). The number of probes showing variability between at least one pair-wise interaction ranges between 4% and 20% of probe sets, depending on the statistical threshold applied. These figures are within the range of earlier studies contrasting gene expression between laboratory strains [1,5].

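Averaged over sex, 4.58% of probe sets differed among the strains at an adjusted p below 0.0001, 7.59% below 0.001, 15.8% below 0.01 and 24.6% below 0.05. Pairs of strains were also compared within each sex at an adjusted p below 0.01 from limma. In females, the number of probe sets that differed between strains of a pair lay between 100 for Antigua and Hikone and 697 for Antigua and Glasgow. Glasgow and France females differed at 692 probe sets, of which 576 differed over 2-fold. In males, the number lay between 208 for Antigua and Glasgow and 1315 for France and Glasgow. Only 338 of the latter differed over 2-fold, and 1011 were higher in Glasgow males, whose median log2 value was 4.52, than in France males, whose median was 4.48. France and Cambridge males differed at 869 probe sets, of which 612 differed over 2-fold.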

The contrasts of the linear model were also analysed to establish male and female specific interactions between genotypes (Table 1). In order to develop a high confidence list of genes variable in either males or females, we filtered each gender interaction with even greater control on variable expression (see methods). Normalized intensity values and F-statistics for each interaction are provided in Additional File 1 and 2. 

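Additional Files 1 and 2 list 481 probe sets variable in females and 564 variable in males, and 1045 of these come with an F-statistic. The F-statistic computed here from the deposited values had a median ratio of 0.994 to the listed one and lay within 10% of it for 622 probe sets. Of the female list, 438 probe sets differed among female groups at an adjusted p below 0.01, and 13 differed among male groups. Of the male list, 517 differed among male groups and 10 among female groups. The interaction of sex and strain, which tests whether the variation differs between the sexes, was called for 69 probe sets of the female list and 102 of the male list. The filters on presence calls that the paper applied to these lists were not repeated, since the deposited table of values does not include the calls.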

The resulting set of genes show variability between genotypes in a single sex, but are not necessarily gender-biased in expression. In order to then determine whether enrichment for male or female-biased gene expression is apparent in these interactions, genes were selected with a greater than 2-fold difference in expression level between sexes and with a formal statistical threshold (p < 0.01). The expected proportions for male-biased, female-biased and unbiased expression in the dataset have been provided with the use of enrichment statistics (Table 2).

**Table 2:** Whole tissue expression categories in Sex × Genotype Interactions. Significance indicated in bold (over-representation) or *italics *(under-representation) text for a Two-tailed Fishers Exact Test (p < 0.05). Numbers in parentheses indicate the number of genes in each category. Numbers enclosed by square brackets indicates the number of genes with single sex expression.

	Male-Biased (1835)	Female-Biased (2385)	Unbiased (4161)
**Male × Genotype (563)**	**202 **[150]	***41***	321
**Female × Genotype (481)**	**159**	140 [68]	***182***

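The number of probe sets variable among strains in this fit was 1.48 times as large in males as in females, without the filters behind the high confidence lists. Male arrays numbered 1 more than female arrays, and with any 1 Hikone male array left out the male count was still above the female count, the closest being 1092 against 818 without Hikone male replicate 2. The ratio also depended on single arrays and on the setting, in both directions. It was 1.89 without Glasgow female replicate 3 and 1.86 at an adjusted p below 0.05. Without Cambridge female replicate 3, the counts were 1401 in males and 1368 in females. Among probe sets with a highest group mean of at least 5 (log2), the counts were 1069 in males and 947 in females. With weights for each array, whose estimation stopped before it converged, the order turned, with 3456 in males and 4326 in females.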

Transcriptional variation among genotypes occurs more frequently in males than variation in females (Table 2). After discarding overlap within each dataset, of the remaining 563 Male × Genotype genes, 36% were male-biased in expression, a proportion significantly greater than expected by chance given the number of male-biased genes on the whole array (Fishers Exact Test; p < 0.05). Female-biased expression by comparison was under-represented in the male interaction dataset occurring in only 7% of genes (Fishers Exact Test; p < 0.05). 

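Over all probe sets tested, 1134 were variable among male groups and not among female groups. Of these, 27.3% were male-biased, against 11.9% of all other probe sets, an odds ratio of 2.80 (Fisher's exact test, two-sided, p = 6.82e-41). Female-biased expression was found in 4.41% of them, against 18.2% of the others, an odds ratio of 0.208 (Fisher's exact test, p = 1.59e-41). Without Cambridge male replicate 1, the odds ratios were 4.35 for male bias and 0.371 for female bias, and without Hikone male replicate 3 the latter was 0.134. With variability called at an adjusted p below 0.05, the odds ratio for male bias was 1.81. In the paper's own male list, 199 of the probe sets (35.3%) were male-biased in this fit and 41 (7.27%) were female-biased. For 557 probe sets of that list, the class of sex bias was the one given in Additional File 2.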

In female interactions, an over-representation of genes with gender-biased expression was also found. 

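Of the probe sets of the female list, 160 (33.3%) were over 2-fold higher in males in this fit, 138 (28.7%) were over 2-fold higher in females and 183 were unbiased. Additional File 1 gives the same class for 474 of them.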

Of the 481 Female × Genotype genes, 33% were male-biased in expression (Fishers Exact Test; p < 0.05). In the case of female-biased expression however, while 29% show high rates of transcription in females, this total is not enriched and is expected to occur by chance given the number of female-biased genes from whole genome comparisons. 

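In this fit 696 probe sets were variable among female groups and not among male groups. Male bias was found in 27.0% of these and in 12.4% of all other probe sets, an odds ratio of 2.62 (Fisher's exact test, two-sided, p = 1.03e-23). Female bias was found in 27.2% of these and in 16.5% of the others, an odds ratio of 1.88 (Fisher's exact test, p = 8.5e-12). The comparison for female bias depends on the probe sets included. Among probe sets with a highest group mean of at least 5 (log2), a filter on both the variable set and the background, the odds ratio was 1.04 (Fisher's exact test, p = 0.642). That for male bias fell to 1.66 (Fisher's exact test, p = 7.76e-08).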

Genes that were unbiased in expression were further identified as under-represented within female interactions. 

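Unbiased expression was found in 45.8% of the probe sets variable in females alone and in 71.1% of the others, an odds ratio of 0.344 (Fisher's exact test, two-sided, p = 1.63e-41). Among probe sets with a highest group mean of at least 5 (log2) the shares were 39.5% and 50.1%, an odds ratio of 0.650 (Fisher's exact test, p = 5.04e-07). In males the shares over all probe sets were 68.2% and 70.0% (Fisher's exact test, p = 0.238). The male comparison took either direction when 1 array was left out, with odds ratios between 0.538 without Cambridge male replicate 1 and 1.38 without Hikone male replicate 1.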

A moderate proportion of genes were found to be expressed in only one gender (Table 2). In female interactions, 68 genes were expressed only in females, while in male interactions, 150 genes were found to be expressed only in males.

We next looked to determine whether variable genes within each gender interaction were related by functional annotation. Using several high-level Gene Ontology (GO) terms we partitioned each gene list into 14 categories (Table 3). Male and female interactions typically show a limited amount of overlapping function. Both gender interactions are, for example, over-represented for genes involved in the defence response, metabolism and transport. 

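The functional classes given in Additional Files 1 and 2 were compared with the calls of this fit. The paper chose these lists on the same arrays, so that most of their probe sets are called again. This held for 438 of 481 probe sets of the female list and 517 of 564 of the male list. The counts by class therefore do not test whether a class is over-represented. In the defence response class, 28 of 34 probe sets of the female list differed among female groups, and 28 of 29 of the male list differed among male groups. In the metabolic process class, 168 of 192 differed in females and 256 of 274 in males, and in the transport class 74 of 82 and 106 of 111. The over-representation of these classes was not tested again, since the genes that formed its background are not given with the lists. As with all gene lists here, part of the values in Additional Files 1 and 2, from the same arrays, had been seen when the list was written. Detoxification genes, of the cytochrome P450 and glutathione S-transferase families, were listed before the deposited values were examined, and 93 were measured. Of these, 17 differed among female groups (31 when adjusted over the list alone) and 28 among male groups (46 when adjusted over the list alone). Both shares called over all probe sets were larger than among other genes (Fisher's exact test with Benjamini-Hochberg adjustment over 108 tests of lists, p = 0.00161 in females and 5.4e-07 in males). Counts adjusted over a list alone have a less strict threshold and were not compared with other genes, here or below. At an unadjusted p below 0.01, 7432 of all probe sets differed in females and 9131 in males. Cyp12d1-d was 7.31 ± 0.25 in Cambridge females and 3.15 to 3.33 in females of the other strains (adjusted p = 6.54e-11 from limma), and 7.80 ± 0.59 in Cambridge males, 5.18 ± 0.45 in Hikone males and 3.00 to 3.58 in males of the other strains (adjusted p = 6.91e-12). GstD3 was 10.12 ± 0.07 in Glasgow females and 6.51 to 7.72 in females of the other strains (adjusted p = 1.47e-10), but did not differ among male groups, and the interaction of sex and strain was called (adjusted p = 3.08e-07).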

Over-representation of functional classes unique to either male or female interactions were, however, also apparent. 

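The mitochondrion class held 3 probe sets of the female list, of which 2 differed among female groups, and 39 of the male list, of which 37 differed among male groups. In the classes of development, proteolysis and signal transduction, 81 of 87, 20 of 25 and 63 of 67 probe sets of the female list differed among female groups. The male list held 55, 35 and 59 probe sets in the same classes, of which 47, 35 and 55 differed among male groups. Since the lists were chosen on the same arrays, these counts do not test whether a class is over-represented.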

Male specific over-representation is found for mitochondrial function, whereas female specific over-representation relates to genes with developmental, proteolytic or signal transduction functions. It is important to note that male and female interactions primarily display a different set of genes even in the same functional classes. 

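The paper discarded the overlap when it made these lists, so that few of their probe sets can differ in both sexes and the small numbers here do not test the overlap. In the defence response class, 1 probe set of the female list also differed among male groups, and 0 of the male list differed among female groups. In the metabolic process class these numbers were 7 and 6, and in the transport class 1 and 2. Passing the threshold in 1 sex does not show a difference between the sexes, which the interaction of sex and strain tests. It was called for 9 probe sets of defence response, 27 of metabolic process and 10 of transport in the female list, and for 3, 47 and 15 in the male list.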

As expected, the number of genes with unknown function was high.

**Table 3:** Genes with GO Annotation in each Sex × Genotype interaction. Gene enrichment is shown in bold at a significance level of p < 0.05.

**Annotation Category**	**Male**	**Female**
Behaviour	16	11
Cell Cycle	21	27
Defence Response	**29**	**34**
Development	56	**87**
Metabolism	**273**	**192**
Mitochondrial	**39**	3
Proteolysis	34	**25**
Response to Toxin	7	8
Signal Transduction	59	**66**
Structural	32	31
Synaptic Transmission	11	13
Transcription	17	34
Translation	19	14
Transport	**110**	**81**
Unknown	203	178
Total No. of Genes	563	481

Between genotypes, variation in genes associated with innate immunity is higher than expected by chance. 

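Immune genes were examined as 2 lists written before the deposited values were examined. Of 9 antimicrobial peptide genes measured, 2 differed among female groups (4 when adjusted over the list alone) and 3 among male groups (7 when adjusted over the list alone). Of 30 genes of recognition and of Toll and Imd signalling, 2 differed among female groups (10 when adjusted over the list alone) and 5 among male groups (13 when adjusted over the list alone). None of these shares was shown to differ from that of other genes (Fisher's exact test, Benjamini-Hochberg adjusted p of 0.298 and 0.143 for the peptides in females and males, and 1 and 0.413 for recognition and signalling). With 9 and 30 genes such a test can miss a difference. Among random lists matched on mean expression, the median F of the peptides lay at percentile 98.7 in males and 79.1 in females. That of recognition and signalling lay at 87.7 and 91.4. The antimicrobial peptide list averaged 1.16 (log2) above the mean of the strains in France males and −1.31 in Cambridge males. Haemocyte markers moved with it in part, at 0.49 in France males and −0.25 in Cambridge and Antigua males. Cambridge male replicate 1 held ovary, eggshell and yolk transcripts, and the peptide list was low in all 3 Cambridge male arrays, at −1.29, −1.51 and −1.13 relative to the mean of all male arrays. The largest difference was in Mtk, which was 3.18 ± 1.08 in Cambridge males and 8.37 to 10.18 in males of the other strains (adjusted p = 0.000129 from limma), without a call among female groups.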

Several anti-microbial mechanisms exist in *Drosophila *that have distinct target specificities and are controlled by alternate signalling cascades, of which the anti-fungal and antibacterial responses of the Toll and Imd pathways are known in particular detail [28]. 

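Def, which encodes the antibacterial peptide defensin, was 10.03 ± 0.09 in France females and 10.04 ± 0.17 in Hikone females, against 6.57 to 7.52 in females of the other strains (adjusted p = 2.64e-07 from limma). In males it was 8.65 ± 0.36 in France, 6.98 ± 0.29 in Glasgow, 6.14 ± 0.24 in Hikone, 5.33 ± 0.31 in Cambridge and 4.77 ± 0.52 in Antigua (adjusted p = 5.54e-07). Strain differences in Def were not shown to differ between the sexes (interaction, adjusted p = 0.0297). Drs, which encodes the antifungal peptide drosomycin, lay between 11.16 and 12.58 in the female groups and between 8.99 and 10.82 in the male groups, with an adjusted p of 1 in each sex and an SD of up to 1.52 within a group.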

The Toll pathway is primarily responsible for control of the anti-fungal response mediated by *drosomycin*, while expression of anti-bacterial peptides like *defensin*, which we find to be variable between genotypes regardless of sex, requires input from both pathways. As genotypes were kept under the same laboratory conditions, infection pressure is not expected to differ between the strains. However, is it possible that some genotypes are more susceptible to infection than others, thus contributing to observed variation in anti-bacterial response genes.

Analysis of the relationship between inbreeding depression and transcription have revealed that genes associated with metabolism and defence response are disproportionately influenced by the method of establishing genotypes [18,19]. Slower rates of inbreeding for example are expected to be less deleterious than faster inbreeding rates, allowing greater opportunity for selection to act before a given level of genetic diversity is lost. The genotypes included in this current study were established at different times, from different locations and presumably by different methods. As a result, we expect that the segregation of transcriptional diversity is strongly linked to effective population size regardless of the ultimate combination of inbreeding depression, founder effects and genetic drift responsible. Clearly, the accumulation of mutations will also lend to inter-genotype variation, and our strains have been in the laboratory for different periods of time. Rifkin et al have shown that in as little as 200 generations, mutational variation can appear in up to 39% of the genome, a factor we expect to contribute to the transcriptional variation we observe [29].

While we find that male and female interactions are variable for genes associated with the immune response, it is widely recognized that the majority of sex-biased regulation in *Drosophila *is the result of expression in germ-line tissues [2,30]. Similarly in our data, the majority of variable genes between genotypes in males or in females are indeed expressed in the reproductive system. Tissue specific microarray data for the testis and the ovaries were taken from the FlyAtlas database [25], and integrated with male and female interaction lists to identify genes with expression in reproductive tissue or with expression restricted to somatic tissues (Table 4). It is readily apparent that genes from both male and female interactions frequently occur in the reproductive tissue, while genes with restricted somatic expression occur less frequently.

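By the tissue given in Additional File 1, 360 probe sets of the female list are expressed in the ovary and 119 only in somatic tissue, of which 328 and 108 differed among female groups in this fit. By Additional File 2, 427 probe sets of the male list are expressed in the testis and 137 only in somatic tissue, of which 393 and 124 differed among male groups. The median range of the 5 strain means was 1.53 (log2) in the ovary set and 2.16 in the somatic set in females, and 1.38 in the testis set and 1.83 in the somatic set in males. In the ovary set, 127 probe sets were female-biased and 81 male-biased, and in the testis set 38 were female-biased and 149 male-biased. Expression was measured in whole flies, so that these values do not separate the tissues.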

**Table 4:** Presence calls of Testis, Ovary and Somatic Gene Expression.

**Male × Genotype**	Male-Biased	Female-Biased	Unbiased
Testis	153	38	236
Somatic Only	49	3	85
			
**Female × Genotype**			
Ovary	80	129	151
Somatic Only	78	11	30

In invertebrates, reproductive tissues often contain a high number of immunity related molecules. Males in particular express a range of anti-microbial peptides in the reproductive tract including the male accessory glands [31]. Immunity molecules in the reproductive tissue of females are typically associated with the oviduct and sperm storage [32]. The relationship between reproduction and immunity is emerging as very complex, in which genetic trade-offs act to balance reproductive investment against fitness. This suggests that sexual selection is an important evolutionary mechanism acting to drive increased mating effort to the detriment of mounting defence responses [33,34]. Moreover, immunity-related genes are often driven by positive or balancing selection at the sequence level, showing the importance of adaptation on such traits and indicating that the segregation of divergent alleles in laboratory strains also represents a potential source of the variance detected [35-38].

An important component of cellular defence is the expression and regulation of proteolytic enzymes [39], and we find that variability in the expression of genes encoding this function is over-represented (Table 3). 

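Spn28F and Spn38F, named Spn2 and Spn3 in the paper, had their highest means in Cambridge males, at 9.88 ± 0.25 and 12.14 ± 0.11 (adjusted p = 6.65e-09 and 1.33e-06 from limma). The lowest male means were 7.43 ± 0.26 for Spn28F in Hikone and 10.75 ± 0.04 for Spn38F in France. Acp76A ranged from 8.75 ± 0.25 in France males to 10.33 ± 0.21 in Cambridge males (adjusted p = 0.00187), and this call was lost without France male replicate 2 or without France male replicate 3. In females the means of these protease regulators were 4.31 or lower. psh was 4.25 ± 0.46 in France males, 3.69 ± 0.13 in Hikone males and 2.64 to 3.01 in males of the other strains (adjusted p = 5.44e-05). snk lay between 2.38 and 2.80 in males, and its adjusted p of 0.00948 rose above 0.01 in 28 of the 29 fits that each left out 1 array. These male means of psh and snk all lie below 5 (log2), the level that the filter on low values uses.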

Included in this list are components of the Toll pathway and the immune response of flies (*snk*, *psh*) [40], but in addition three protease regulators linked specifically with reproduction and the male accessory gland are present (*Acp76A*, *Spn2*, *Spn3*). The male accessory gland is responsible for producing and secreting a mixture of proteins, the male accessory gland proteins (Acps), forming seminal fluid that is transferred along with sperm to females during copulation [41]. Many Acps are believed to be activated in females after mating by proteolytic activity, whereas in males protease inhibitors are thought to keep proteases inactive until they reach their destination in the spermathecum. One third of Acps are passed on to females during mating, including some serpins [42,43], and in addition to the three protease regulators mentioned, at least two more Acps in our dataset are variable in males between genotype (*lectin-28C*, *lectin-46Cb*).

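lectin-46Cb was 6.48 ± 0.29 in France males and 8.03 to 8.41 in males of the other strains (adjusted p = 2.64e-07 from limma), and 2.36 to 2.55 in females (interaction, adjusted p = 0.000712). With female values this low, strain differences could hardly appear in females. lectin-28C was 7.88 ± 0.28 in France males and 5.02 ± 0.41 in Cambridge males (adjusted p = 0.00622), and this call was lost in 19 of the 29 fits that each left out 1 array. Its female means lay between 4.70 and 6.19. Of 25 accessory gland and ejaculatory duct genes listed before the deposited values were examined, 11 differed among male groups (18 when adjusted over the list alone). The paper names 4 of these genes, all called, and 7 of the other 21 were called, a share larger than among genes outside the list (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.017, chosen after the data were seen). The mean of the list, relative to the mean of the strains, was 0.43 (log2) in Cambridge males and −0.45 in France males. Lists of other tissues moved in the same males, and the arrays measure whole flies. The testis and sperm list was at 0.28 in Cambridge and −0.22 in France, and the female germline list at 0.90 and −0.34. Haemocyte markers moved the other way, at −0.25 and 0.49. The germline value of Cambridge males includes replicate 1, which held ovary transcripts. Genes of that list stood there a median of 1.705 (log2) above the mean of replicates 2 and 3, against 0.06 for the accessory gland list.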

Molecules from the male accessory gland have received considerable attention in the literature because, when passed to females during mating, they induce a variety of changes in gene expression. In cases for which functional data on the action of Acps exists, female targets include not only genes expressed specifically in the ovaries, but also genes expressed in female somatic tissues, including the spermatheca, uterus and even the hemolymph. Gene expression changes in these target tissues are associated with female receptivity, ovulation, egg production, defence response and longevity [41-43]. Very few examples from our female variable dataset correspond to genes whose regulation is known to be induced by mating [44,45]. 

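up, the gene named upheld, was 7.80 ± 0.54 in Glasgow females, 8.94 ± 0.79 in Cambridge females and 9.94 to 10.54 in females of the other strains (adjusted p = 0.000546 from limma). Its male means lay between 10.84 and 11.41, without a call among male groups, and the interaction of sex and strain was not called (adjusted p = 1).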

One of the few exceptions however is, *upheld*, a Troponin that forms part of the Troponin complex associated with actin in muscle thin filaments as well as calcium regulation of muscle contraction [46]. Changes in muscle contraction are likely to underlie some effects of Acp regulation related to ovulation, egg deposition, or sperm storage. When all levels of the GO hierarchy were subsequently considered, the highest significance levels indicate that several genes linked to muscle contraction are over-represented in the female interaction dataset (*Mp20*, *sls*, *Tm2*, *CaMKII*, *Mbs*, *bt*, *GstS1*, *TpnC73F*, *Rya-r44F*, *CG1776*, *CG5023*, *zormin*).

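Of 28 muscle contraction genes listed before the deposited values were examined, 13 differed among female groups (21 when adjusted over the list alone) and 0 among male groups (5 when adjusted over the list alone). The list holds the genes that the paper names here, which were picked on these samples, so that this count is not independent evidence. Without the 11 genes that the paper names, all called, 2 of the other 17 differed among female groups, a share not shown to differ from that of genes outside the list (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.595, chosen after the data were seen). Leaving out genes picked for their variation leans the rest towards few calls. This test therefore cannot show that the list as a whole did not differ. The interaction of sex and strain was called for 2 of the genes in the list (13 when adjusted over the list alone). In females the mean of the list, relative to the mean of the strains, was −1.10 (log2) in Glasgow, −0.40 in Cambridge, 0.23 in Hikone, 0.58 in Antigua and 0.70 in France. In males it lay between −0.19 in Cambridge and 0.14 in France, and the lower of these rests on Cambridge male replicate 1, at −0.55 relative to the mean of all male arrays, against −0.10 and 0.07 in replicates 2 and 3, while Glasgow male replicate 2 was at −0.50 against 0.21 and 0.29. Relative to the mean of all female arrays, single arrays stood apart from their groups, with Antigua female replicate 3 at −0.15 against 0.93 and 0.99 in replicates 1 and 2, and Cambridge female replicate 1 at −1.09 against 0.17 and −0.23 in replicates 2 and 3. Lists of other tissues moved in the same females, since Glasgow was also low in haemocyte markers (−0.48) and digestive enzymes and high in female germline genes (0.46, against −0.36 in France), and the arrays measure whole flies. RyR, named Rya-r44F in the paper, was 5.10 ± 0.23 in Glasgow females and 6.32 to 7.71 in females of the other strains (adjusted p = 4.01e-05 from limma), and Mp20 was 9.60 ± 0.18 in Glasgow females and 10.79 to 11.43 in the others (adjusted p = 0.000107). bt, zormin, Tm2 and CG5023 were also called in females and had their lowest mean in Glasgow, as had sls, whose mean was 4.76 ± 0.44 in Glasgow and 4.77 ± 0.58 in Cambridge, and the calls of Tm2 and CG5023 were lost without Glasgow female replicate 2 or without Glasgow female replicate 3. The calls of sqa (CG1776 in the paper) and TpnC73F were lost in 6 of the 29 fits that each left out 1 array, that of CaMKII in 22 and that of Mbs in 24. GstS1 had an adjusted p of 0.0108 in females, from 8.51 ± 0.21 in Hikone to 10.87 ± 0.32 in France, and passed 0.01 in 5 of those fits.

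**Figure D1:**
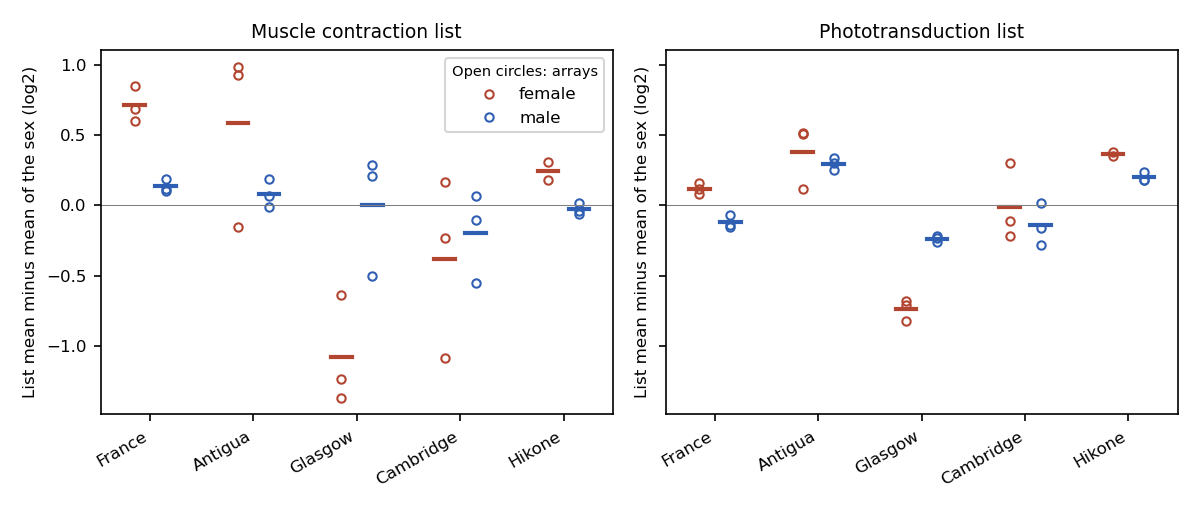
Mean of the muscle contraction list and of the phototransduction list in each array, as the difference from the mean of its sex on the log2 scale. Open circles are arrays and bars are group means, for females and males of each strain. Muscle contraction genes averaged −1.10 in Glasgow females and 0.70 in France females, relative to the mean of the strains, and the male groups lay between −0.19 and 0.14.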

While there is then evidence from functional annotation and spatial expression to suggest that male and female variation occurs primarily in different sets of genes, it is unclear how each genotype contributes to the overall variation we observe and whether these effects are correlated. We have subsequently clustered genotypes for each gender interaction and tissue combination in an effort to determine whether global variation in gene expression displays similar patterns between treatments (Figure 1). Hierarchical clustering was performed on male and female interaction sets by partitioning each into genes with expression either present or absent from the testis in male interactions, or the ovaries in female interactions. Support for branches was estimated with bootstrap analysis (n = 1000).

**Figure 1:**
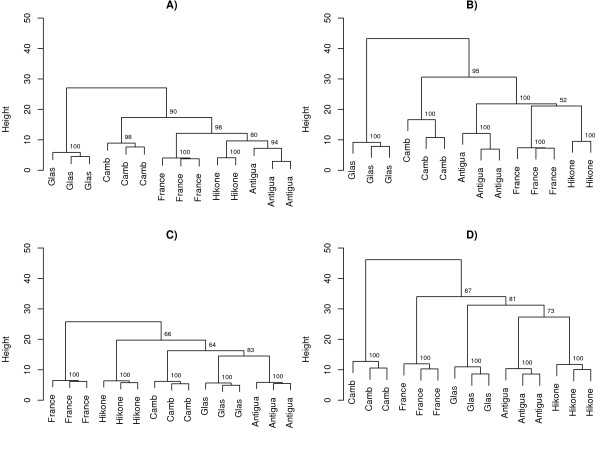
Visual representation of genotypic distance in tissue and gender gene expression datasets. a) Female Interactions; Somatic Tissue b) Female Interactions; Reproductive Tissue, c) Male Interactions; Somatic Tissue, d) Male Interactions; Reproductive Tissue. Clustering was achieved with euclidean distance on centred gene expression data. Numbers at each node of a tree indicate the bootstrap confidence after 1000 replications.

The goal of clustering is to make statistical inference about discrete structures, and high bootstrap values at each node indicate that a tree is particularly robust. Here, tree topology is based on transcription. Branch lengths in females (Figure 1a,b) and males (Figure 1c,d) reflect the distribution of variation recorded within and between strains. 

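The 4 sets of probe sets, expressed in the ovary or testis or only in somatic tissue, were clustered on the arrays of the sex concerned, with Euclidean distance on centred values, complete linkage and 1000 bootstrap samples of probe sets. In each of the 4 trees, the replicates of every strain formed a branch of their own. They joined at heights of 3.50 to 9.20 in the somatic set and 5.31 to 12.1 in the ovary set in females, and of 4.31 to 6.28 in the somatic set and 6.48 to 8.41 in the testis set in males. The highest of these values in each set was that of the Cambridge strain.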

As expected, replicates cluster with short branch lengths and strong bootstrap support in both sexes and in both tissue comparisons at the tree edges. In female interactions we also find that there is generally good support for the clustering of internal branches. Genotypes from female interactions tend to display the same distance rankings regardless of the tissue in which genes are expressed. In particular, we find that the Glasgow and Cambridge genotypes are consistently the most distant in both ovary and somatic tissues. 

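The first division of the tree separated the Glasgow females from all other females in both sets, with bootstrap support of 67.6% in the somatic set and 72.1% in the ovary set. With each probe set scaled to unit SD, the support was 87.9% and 94.8%. The mean distance of Glasgow to the other strains was 19.2 in the somatic set and 24.7 in the ovary set, and that of Cambridge was 12.0 and 16.5, lower than that of Glasgow, France and Antigua in both sets. The nearest strain to Glasgow was Cambridge in both sets. With correlation distance in place of Euclidean distance, all Glasgow and Cambridge arrays were separated together in the ovary set, and Glasgow with 2 of the 3 Cambridge arrays in the somatic set. The support for Glasgow alone in the ovary set also rested on single arrays, and was 6.4% without Cambridge female replicate 3, where Glasgow and Cambridge were separated together, and 43.1% without Glasgow female replicate 3, where they were separated together as well. In the somatic set it was 49.7% without the latter, where Glasgow and Cambridge were also separated together. Glasgow had the lowest strain mean for 99 of the probe sets of the somatic set and the highest for 153 and the lowest for 149 of the ovary set.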

By comparison, male interactions display variation in the ordering of genotypes from testes and somatic tissues, especially in regard to those which are the most distant. While it is important to note that bootstrap support for internal branches in male interactions shows the presence of further uncertainty, these findings suggest that different mechanisms of variation are possibly acting on genes within the reproductive and somatic tissue of male interactions, but not in female interactions.

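In males, the first division of the tree separated France in the somatic set, with bootstrap support of 48.0%, and Cambridge in the testis set, with support of 63.7%. Both divisions depended on the setting and on single arrays. When the 5 strain means were clustered in place of the arrays, which was computed first, France was separated in both sets, with support of 60.4% in the somatic set and 54.0% in the testis set, and the trees of arrays were made after that result and the paper's Fig. 1 had been seen. With average linkage of the arrays, France was separated in the testis set with support of 56.5%, and Cambridge was separated with support of 84.4% with each probe set scaled to unit SD and of 73.2% with single linkage. In the somatic set the support for France rose to 77.8% with average linkage, 91.4% with single linkage and 70.6% with unit SD. Leaving out Cambridge male replicate 2 or Hikone male replicate 2 lowered the support for Cambridge to 15.8% or 15.7%, with France separated in its place, and leaving out France male replicate 1 lowered it to 46.4%. With correlation distance, or with all probe sets called in males, Glasgow and Cambridge were separated together in place of France in the somatic set. In that set, the support for France was 25.7% without France male replicate 1, where Cambridge was separated. The mean distance to the other strains in the testis set was 21.1 for France and 20.8 for Cambridge, a difference smaller than the heights at which replicates joined.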

In general, functional constraint on gene expression in male reproductive tissues is known to be lower than for other genes, which is reflected in the coupling of expression variation with faster rates of sequence evolution [9,16]. Indeed, sequence level analysis of male reproductive genes consistently shows that they are evolving under positive selection with divergence apparent between populations [10,14,24]. The lack of functional constraint in male-biased transcriptional variation is also apparent in studies of hybrid incompatibility, which suggest that mis-regulation of gender-biased genes is a common occurrence in males and an important mechanism for reproductive isolation [47]. Hybrid males of closely related *Drosophila *species are normally infertile, and genes expressed in the testis that have roles in sperm differentiation and maturation show particularly high levels of expression incompatibility [27,48-50].

Our dataset indicates that genes from male interactions are predominantly found in the testis, suggesting a strong link with reproductive function (Table 4). To confirm this hypothesis we further annotated our gene set with additional public expression data, using a list of testis-specific genes from tissue-specific microarray data along with EST data from testis, head and ovary cDNA libraries [51]. Testis-specific expression was confirmed for 61 genes and these were found to be distributed in a gene cluster that is dominated by male-biased gene expression as shows in Additional File 3. GO annotation also supports the view that many male variable genes are linked to testis functions, since we observe enrichment for GO terms associated with energy production. This is consistent with the expectation that sperm production is reliant on mitochondrial activity and metabolic functions. Furthermore, we find several genes are directly annotated as having roles in spermatogenesis (*Act5c*, *bel*, *crl*, *fbl*, *lectin-28c*). Such findings are in accord with higher rates of mutation and the disruption of genes with roles in sperm development, which are likely to be under particularly high rates of sequence and transcriptional evolution [52,53].

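Of 29 measured genes of oxidative phosphorylation and the citric acid cycle, listed before the deposited values were examined, 2 differed among male groups by limma at an adjusted p below 0.01 (9 when adjusted over the list alone) and 0 among female groups (16 when adjusted over the list alone). Neither share was shown to differ from that of other genes (Fisher's exact test, Benjamini-Hochberg adjusted p of 0.959 in males and 0.465 in females). With 29 genes such a test can miss a difference. The list is also not the paper's mitochondrion class, which held 39 probe sets of the male list, so the paper's over-representation was not tested. The mean of the list, relative to the mean of the strains, was 0.38 (log2) in France males and 0.47 in France females. The muscle contraction and digestive enzyme lists were also high in France females, and the arrays measure whole flies. In Cambridge males it was −0.26, a value that rests on single arrays, which were at −0.51, −0.33 and 0.06 relative to the mean of all male arrays.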

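fbl, which had the lowest adjusted p of these genes in males (2.45e-06 from limma), was 7.63 ± 0.21 in Cambridge males and 8.68 ± 0.10 in Hikone males. bel was 7.02 ± 0.08 in Glasgow males and 7.82 to 8.09 in males of the other strains (adjusted p = 0.000941), and its call was lost when any 1 of the 3 Glasgow male arrays was left out. Act5C was 11.35 ± 0.05 in Cambridge males and 12.32 ± 0.04 in France males (adjusted p = 0.000679), with the call lost without Cambridge male replicate 1. Ubc7, named crl in the paper, ranged from 7.56 ± 0.12 in Cambridge males to 8.38 ± 0.11 in France males (adjusted p = 0.00167), and its call was lost in 4 of the fits that left out 1 array. Of 35 testis and sperm genes listed before the deposited values were examined, 26 were higher in males and 3 differed among male groups (17 when adjusted over the list alone).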

While female interactions are also often dominated by genes expressed in the ovary, very few genes are known to be ovary specific in our investigation of EST expression. However, in females the early stages of egg development form part of regulatory cascades that direct later embryonic development [54]. Sequence level studies have shown that while female reproductive genes can show evidence of evolutionary pressure, the type and strength of selection is more variable than typically found in males, *i.e. *both positive and balancing selection [8,10]. Such findings suggest that many components of egg production are well conserved. Yet during ovarian follicle cell development, at least four genomic intervals are over-replicated in a modification of the cell cycle, increasing the amount of DNA template available for transcription [55]. High levels of mRNAs are necessary for the formation of chorion layers surrounding the oocyte, with female sterility and gross abnormalities of chorion structures resulting when genes influencing gene-amplification are mutated [56,57].

The process of gene-amplification involves initiation of DNA replication at specific points in the genome, facilitated by a complex of proteins which recruit the machinery necessary for DNA synthesis [58]. While targets of amplification exhibit a 4- to 80-fold increase in copy number [55], a decreasing and variable gradient in copy number extends approximately 50 kb either side of the central target genes [59]. Our female variable dataset contains genes from three of the four known chromosomal target regions implicated in ovarian gene-amplification and the 50 kb flanking regions. 

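Gdi was 10.38 ± 0.03 in Glasgow females and 9.63 to 9.91 in females of the other strains, with an adjusted p of 0.00947 from limma that rose above 0.01 in 22 of the 29 fits that each left out 1 array. The paper places sprite on the X chromosome, and it is not established that the probe set named sprt here measures that gene. sprt was 3.84 ± 0.14 in Glasgow females, 3.97 ± 0.39 in Cambridge females and 4.85 to 5.20 in females of the other strains (adjusted p = 0.00279), and this call was lost in 5 of those fits. The gene table of Release 6 of the genome places Gdi on chromosome 2L and sprt on chromosome 2R. Mean expression of sprt was 1.40 (log2) higher in males than in females.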

The chromosomal regions, 7F on chromosome *X *and 30B on chromosome *2L*, are each represented by a single gene, *sprite *and *Gdi *respectively, in the core amplification regions. Similarly, the 62D region on chromosome *3L *contains two genes that are variable in females between genotypes, *oxt *and *yellow-g2. 

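yellow-g2 was 7.09 ± 0.63 in France females and 6.87 ± 0.96 in Hikone females, against 4.14 to 4.71 in females of the other strains (adjusted p = 0.000398 from limma). oxt was 8.27 ± 0.22 in Glasgow females and 6.89 ± 0.35 in Hikone females (adjusted p = 0.00261), and its call was lost in 4 of the 29 fits that each left out 1 array. Of 19 eggshell genes listed before the deposited values were examined, 4 differed among female groups (11 when adjusted over the list alone), a share not shown to differ from that of other genes (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.126). Relative to the mean of the strains, these eggshell genes averaged 1.04 (log2) in Hikone females, 0.91 in France females, −0.98 in Glasgow females and −1.09 in Antigua females. Arrays of a group stood apart, since relative to the mean of all female arrays Antigua female replicate 1 was at −0.24 against −1.33 and −1.48, Glasgow female replicate 1 at −1.52 against −0.43 and −0.75, and the Hikone females at 1.45 and 0.78. Digestive enzymes were also high in Hikone and France females and low in Glasgow females, but high in Antigua females.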

*While *yellow-g2 *and *oxt *products are thought to be involved in the formation of the eggshell and/or crosslinking of the chorion [55], the role of *sprite *and *Gdi *in eggshell formation is unclear.

Although we then find there is particularly high divergence of genes with reproductive functions, and the distance recorded between genotypes is greater in reproductive tissue (Figure 1b,d) than in somatic tissue (Figure 1a,c), an interesting observation in female variable genes with restricted expression to the somatic cells, is that at least half of these genes are highly expressed in males from whole-tissue comparisons (Table 4). In particular, many of these genes are related to signal transduction, and components of sensory reception. 

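The mean distance between strains was 13.7 in the somatic and 18.9 in the ovary set of females, and 14.5 in the somatic and 19.3 in the testis set of males. Euclidean distance grows with the number of probe sets, which was larger in the reproductive sets. Divided by the square root of the number of probe sets, a measure chosen after the distances were seen, the mean distance was 1.24 in the somatic and 0.935 in the testis set of males, and 1.26 in the somatic set of females, where it was also lower in the ovary set. Of the somatic set of females, 78 probe sets (65.5%) were male-biased and 11 (9.24%) female-biased.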

Several genes were identified with roles in phototransduction (*ninaE*, *ogre*, *Rh3*, *Rh4*). 

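Each of these genes had its lowest female mean in Glasgow. Rh4 was 6.26 ± 0.33 in Glasgow females, 6.66 ± 0.40 in Cambridge females and 8.29 to 8.67 in females of the other strains (adjusted p = 4.12e-08 from limma). ninaE was 10.41 ± 0.37 in Glasgow females and 11.56 to 12.42 in the others (adjusted p = 0.000257). Rh3 was 5.52 ± 0.37 in Glasgow females and 6.64 to 7.15 in the others (adjusted p = 0.00207), with the call lost without Glasgow female replicate 2 or without Glasgow female replicate 3. ogre was 7.00 ± 0.18 in Glasgow females and 8.12 to 8.53 in the others (adjusted p = 0.000691), with the call lost without Glasgow female replicate 1 or without Glasgow female replicate 3. None of them was called in males, and the interaction of sex and strain was not called for any of them at an adjusted p below 0.01 (0.0112 for Rh4 and 1 for ninaE, Rh3 and ogre). Mean expression was higher in males by 1.75 (log2) for Rh4, 1.03 for Rh3 and 0.84 for ninaE, whereas ogre did not differ between the sexes.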

Other members of this group however are known to participate in both visual and olfactory neurotransmission, such as the *arrestins *(*Arr1*, *Arr2*), mediators of neurotransmission through G-protein coupled receptor cascades [60], and *trp *whose functions are integral for visual and olfactory adaptation [61]. 

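Arr2 was 9.79 ± 0.25 in Glasgow females and 11.57 to 12.29 in females of the other strains (adjusted p = 2.75e-08 from limma), and the interaction of sex and strain was called (adjusted p = 0.000682). Arr1 was 8.70 ± 0.33 in Glasgow females and 9.78 to 11.24 in the others (adjusted p = 0.000123). trp was 5.65 ± 0.43 in Glasgow females and 7.04 to 7.82 in the others (adjusted p = 0.00219), with the call lost without Glasgow female replicate 2, without Glasgow female replicate 3 or without Hikone female replicate 1. Of 23 phototransduction genes listed before the deposited values were examined, 9 differed among female groups (16 when adjusted over the list alone) and 2 among male groups (15 when adjusted over the list alone). The paper picked 4 of the genes called in females (Arr1, Arr2, trp and ogre) on these samples, and of the other 19 in the list 5 differed, a share larger than among genes outside the list (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.0383, chosen after the data were seen). The interaction was called for 2 of the genes in the list. The mean of the list, relative to the mean of the strains, was −0.76 (log2) in Glasgow females and −0.24 in Glasgow males, and the muscle, digestive enzyme and haemocyte lists were low in the same females.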

While male flies have fewer ommatida than females, visual-input is an important mediator of behaviour and there is evidence of sexual dimorphism in the structure and function of dipteran eyes [62,63].

Somatic genes with a requirement for high levels of gene expression in males, but not in females, may be strongly influenced by the sex-determination pathway. Gender-specific patterns of growth, morphogenesis and differentiation are controlled by the action of several well known factors including *Sex lethal*, *doublesex*, *transformer *and *fruitless *[64]. Genomic investigation of mutations in the sex-determination pathway have found that approximately 1.5% of genes are regulated in the soma downstream of *transformer *by either Fruitless or Doublesex [3]. 

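Nrx-1 was 6.98 ± 0.11 in Antigua females, 5.42 ± 0.14 in Glasgow females and 5.98 to 6.12 in females of the other strains (adjusted p = 0.000272 from limma). In males Nrx-1 lay between 6.90 and 7.84, without a call, and the interaction of sex and strain was not called (adjusted p = 0.0358). Sxl, dsx, tra and fru differed among strains in neither sex, with adjusted p of 1 for each. Of 14 genes of sex determination and dosage compensation listed before the deposited values were examined, 1 differed among female groups (4 when adjusted over the list alone) and 0 among male groups (1 when adjusted over the list alone).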

Several such genes overlap with our female variable dataset, two of which are linked to mutations of *doublesex *(*Rh4*, *Nrx-1*). While the sex-determination pathway in *Drosophila *is well understood, the genes which are regulated by the hierarchy have only begun to be identified. Further examination of such genes is likely to provide important insight into transcriptional variation and its relationship to sexual dimorphism.

## Conclusion

The large number of differentially expressed genes we found in this study has excluded the possibility of presenting any detailed gene-wise description of the variation contained therein. Instead we primarily present trends in the form of genes that can be grouped together by broader function. Although many of the functional categories that vary between the genotypes we investigated are common to males and females, overlap in the actual genes presented are generally limited at this level of analysis, and unique components of genetic variation can be attributed to one gender or the other. 

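In this fit 216 probe sets differed among strains in both sexes, where independent lists of these sizes would share 88.2 (odds ratio 3.26, Fisher's exact test, two-sided, p = 3.47e-38). Both tests use the same estimate of variance for a probe set, so that the lists are not independent even without shared strain effects. With each sex fitted on its own, 43 probe sets were shared. Independent lists of those sizes would share 4.33 (odds ratio 15.8, Fisher's exact test, p = 1.34e-31), and only the comparison with independent lists was chosen after the data were seen. The shared number in the joint fit was 392 without Cambridge female replicate 3. The interaction of sex and strain was called for 124 of the probe sets called in females alone, for 185 of those called in males alone and for 38 of those called in both. Desat2 was among the genes with the largest interaction, at 10.25 ± 0.24 in Antigua females and 3.30 to 3.54 in females of the other strains, with male means of 3.34 to 3.70. CG11598 was 2.86 ± 0.03 in France males and 9.57 to 10.81 in males of the other strains, with female means of 2.86 to 3.08. The paper calls the overlap of genes between its lists generally limited, and attributes unique components of variation to one sex or the other.

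**Figure D2:**
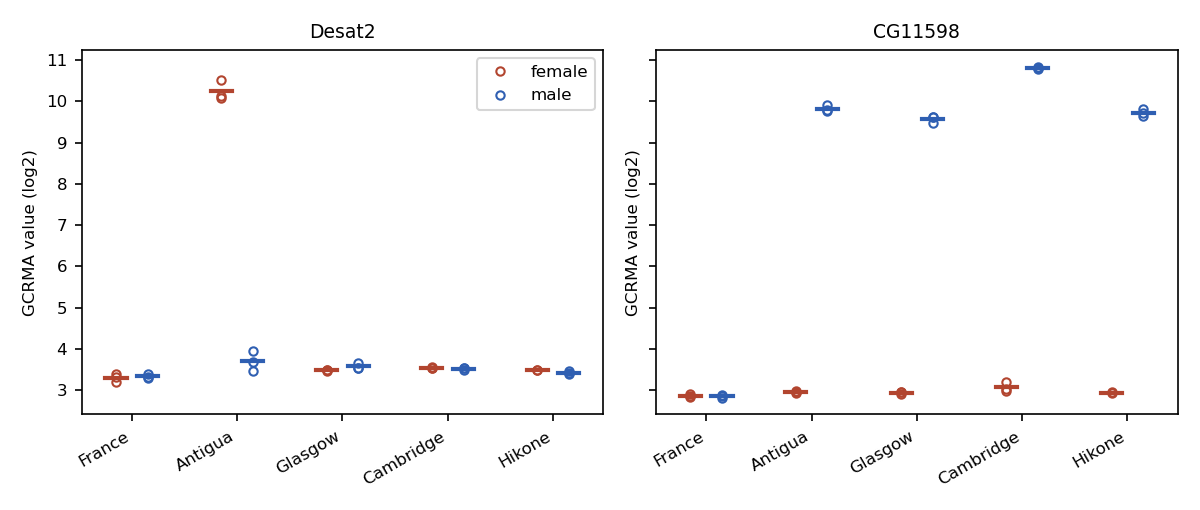
GCRMA values (log2) of Desat2 and CG11598 in each array. Open circles are arrays and bars are group means, for females and males of each strain. Desat2 averaged 10.25 in Antigua females and at most 3.70 in all other groups, and CG11598 averaged 9.57 to 10.81 in males of every strain except France, where it was at 2.86.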

In both sexes, for example, genes involved in the defence response, transport and metabolism are disproportionately affected by variation in gene expression between genotypes. Yet, many of these interactions are variable for different genes in each gender. Such sexual dimorphism most likely reflects challenges that are unique to males or females in the context of morphological differences, physiological trade-offs and differential gene regulation between genotypes.

The purpose of this investigation was to investigate the nature of Sex × Genotype variation between strains of long-term laboratory maintained stocks. In such a scenario many of the genes found to vary between genotypes are likely to reflect differences associated not only with the effects of inbreeding depression and founder effects, but also in the accumulation of mutations during maintenance. Males, as are commonly used in gene expression experiments, are expected to display a greater degree of variation between genotypes than females. Our results support this expectation, finding variation in reproductive tissue and an over-representation of gene functions associated with the mitochondria and the defence response. We find further evidence for variability of gene expression in females, a large proportion of which is again attributed to genes with gender-biased expression in reproductive tissue. However, somatic variation is also particularly apparent for female interaction genes that are highly expressed in males.

We note that variation in gene expression between laboratory strains that are apparently the same, the two Oregon R strains from Glasgow and Cambridge, can be substantial. This has implications for genomics studies that combine data from different experiments to make inferences about global processes and our experiments further highlight the importance of controlling genetic background when making inferences from genomic data. 

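Glasgow and Cambridge females differed at 254 probe sets at an adjusted p below 0.01 from limma, of which 117 were higher in Glasgow. Between the males of both strains 320 probe sets differed, of which 135 were higher in Glasgow. With each sex fitted on its own, these numbers were 48 in females and 154 in males. The direction depended on the setting and on single arrays, with 46.1% higher in Glasgow in females against 56.8% after median centring and 27.2% among the brighter probe sets by mean, and with 42.2% in males against 54.6% without Cambridge female replicate 3 and 28.4% without Cambridge male replicate 1. The male number was 200 without Glasgow male replicate 1, 212 without Glasgow male replicate 3 and 209 without Cambridge male replicate 2. Other pairs of strains gave numbers on both sides of these, and in females Glasgow differed from Hikone at 406 probe sets. The transcript of Muc68D was higher in Glasgow than in Cambridge in both sexes, at 7.78 ± 0.30 against 4.25 ± 0.97 in females and 10.64 ± 0.02 against 4.31 ± 0.37 in males. Uhg1 was higher in Cambridge in both sexes, at 9.67 ± 0.54 against 4.13 ± 0.08 in Glasgow in females and 7.65 ± 0.29 against 4.10 ± 0.06 in males. CG14036 was 4.80 ± 0.25 in Glasgow females and 11.69 ± 0.26 in Cambridge females, and Cpr67Fb was 9.07 ± 0.27 in Glasgow males and 4.04 ± 0.66 in Cambridge males.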

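The effect of a strain was taken for each probe set as its mean minus the mean of the other 4 strains, separately in females and in males. Across all probe sets, the correlation of these effects between the sexes was 0.666 for France, 0.585 for Cambridge, 0.530 for Hikone, 0.442 for Antigua and 0.212 for Glasgow (Pearson's r, across probe sets, which are not independent replicates). With Spearman's rank correlation, the values lay between 0.112 for Glasgow and 0.617 for France. Arrays of both sexes of a strain have neighbouring numbers, so processing shared within a strain cannot be told apart from shared strain effects. Across the 2046 probe sets variable in either sex, r lay between 0.340 and 0.676, across those called in females alone it lay between 0.467 and 0.622, and across those called in males alone between 0.244 for Glasgow and 0.711 for France.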

Finally, the variation detected in males and females between genotype appears to be largely uncorrelated, and is most likely influenced by alternative underlying mechanisms of divergence. While attempts to determine the forces responsible are beyond the scope of this study, these findings have important implications for the interpretation of gene expression studies that rely on the analysis of a single gender.

## Methods

### Fly Strains

Five long-term laboratory strains of *D. melanogaster *that have been maintained at the University of Cambridge Genetics Department were selected for use in the microarray experiments. These included two strains of "Oregon-R". While Oregon-R was originally collected in 1925 (or earlier) by D. E. Lancefield at Roseburg, this stock has since been maintained at various locations including Glasgow and Cambridge, where stocks were established during the 1970–80s. In addition to the Oregon-R stocks, "wild-type" strains originating from Japan (Hikone), France (Kerbiniou) and the Caribbean (Antigua) were selected. The oldest of these three strains, France (Kerbiniou), was taken in the 1960s. The remain two stocks have been maintained in the laboratory environment for close to two decades.

### Transcriptional Profiling

Three replicate groups of 0–6 hour old males and females were collected for each sex and genotype combination. Total RNA was extracted independently for each of the 30 samples (five lines × two sexes × three replicates) using the TRIzol reagent (GIBCO/BRL). One female replicate of Hikone was later discarded. Samples were treated with DNase and purified on Qiagen RNeasy columns. Biotinylated cRNA probes were hybridized to high-density oligonucleotide Affymetrix *Drosophila *microarrays, as described in the Affymetrix GeneChip Expression Analysis Technical Manual (2000). Array data has been submitted to the Gene Expression Omnibus under the accession numbers GSM231205–GSM231233.

### Statistical Analysis

Data were analysed in the R statistical programming language and development environment, using programs that are maintained as part of the bioconductor suite [65]. To standardize intensity values between arrays, pre-processing of expression values was performed with the robust multi-array analysis package, in which raw intensity values are adjusted via the GC-content of probes in addition to quantile normalization [66,67]. We assessed differential expression of probes with the use of linear modelling and empirical Bayes methods as implemented in the LIMMA package to include the effects of gender, genotype and underlying interactions [26,68]. Multiple testing was accounted for by applying the particularly stringent method of Bonferroni Correction. While we employed a normalization method and multiple correction technique that deals very well with low intensity probe sets, we have also employed a greater set of filters for generating very high confidence data specifically for further analysis of gender by genotype interactions. This additional filter relies on the presence and absence calls of expression provided on Affymetrix arrays with perfect match and mismatch probes. Probes were used in further analysis only if they were deemed to be present in one or more genotype interaction. Finally, probes corresponding to more than one primary FlyBase gene (Mar 2006) were removed from the analysis, while probes corresponding to the same gene were pooled.

Gene Ontology classification was examined for each list of differentially expressed genes (Gene Ontology Constortium, 2001). To identify over-represented GO categories, a hypergeometric test was implemented in R against a subset of common high-level annotations representative of different functions [69]. The resulting genes were also integrated with tissue-specific microarray data from the FlyAtlas database [25]. The presence and absence calls of expression for the testis (excluding accessory glands) and the ovaries (excluding spermatheca and uterus) were used to identify genes expressed in reproductive tissue. Although the data presented here have not been validated by quantitative-PCR, gene expression measures obtained with the Affymetrix platform and quantitative-PCR are know to be highly correlated, if not more conservative in nature [70,71]. The supplementary material for this study are provided in Additional File 1 and 2.

## Authors' contributions

DAB conceived and performed the computational analysis, LM and JW performed the microarray analysis under the supervision of JATD and SR. SR conceived the experiment and raised the funding. JATD and SR raised funding for the Glasgow Affymetrix facility. DAB wrote the paper and all authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Female by Genotype Supplementary Information. probe_id_affy1: Affymetrix Drosophila 1 probe identifiers. interaction: F × G = female interations; M × G = male interactions. expression: male-biased, female-biased, unbiased gene expression. AveExpr: Average Gene expression in samples. F: The F statistic calculated for Gender by Genotype interaction. adj.P.Val: The adjusted p.value after Bonferroni correction. France_M1 – Hikone_F2: Normalized log intensity values. Female_Only: Indicates whether the gene is expressed only in females. FBID: Flybase gene identifier. CG: DGC gene identifier. GO: Gene Ontology descriptor. probe_id_affy2: Affymetrix Drosophila 2 probe identifiers. BrainCall – MidgutCall: Flyatlas presence calls for tissue expression. tissue: Indicates whether the gene is expressed in either the ovary or somatic tissue Click here for file

Additional file 2 Male by Genotype Supplementary Information. probe_id_affy1: Affymetrix Drosophila 1 probe identifiers. interaction: F × G = female interations; M × G = male interactions. expression: male-biased, female-biased, unbiased gene expression. AveExpr: Average Gene expression in samples. F: The F statistic calculated for Gender by Genotype interaction. adj.P.Val: The adjusted p.value after Bonferroni correction. France_M1 – Hikone_F2: Normalized log intensity values. Male_Only: Indicates whether the gene is expressed only in males. FBID: Flybase gene identifier. CG: DGC gene identifier. GO: Gene Ontology descriptor. probe_id_affy2: Affymetrix Drosophila 2 probe identifiers. BrainCall – MidgutCall: Flyatlas presence calls for tissue expression. tissue: Indicates whether the gene is expressed in either the testes or somatic tissue Click here for file

Additional file 3 Visual representation of Male by Genotype, male-biased and testis specific genes. Relative normalized expression levels for all 5 laboratory strains are displayed with hierarchical clustering. Relative transcriptional levels for genes are represented by green (high) to red (low) colouration. Genes within testis specific expression from EST comparisons are marked in black. Clustering was achieved with euclidean distance on centred gene expression data. Click here for file

# Supplementary material for: Variable sexually dimorphic gene expression in laboratory strains of Drosophila melanogaster
**Source:** BMC Genomics. 2007 Dec 10;8:454. doi: 10.1186/1471-2164-8-454

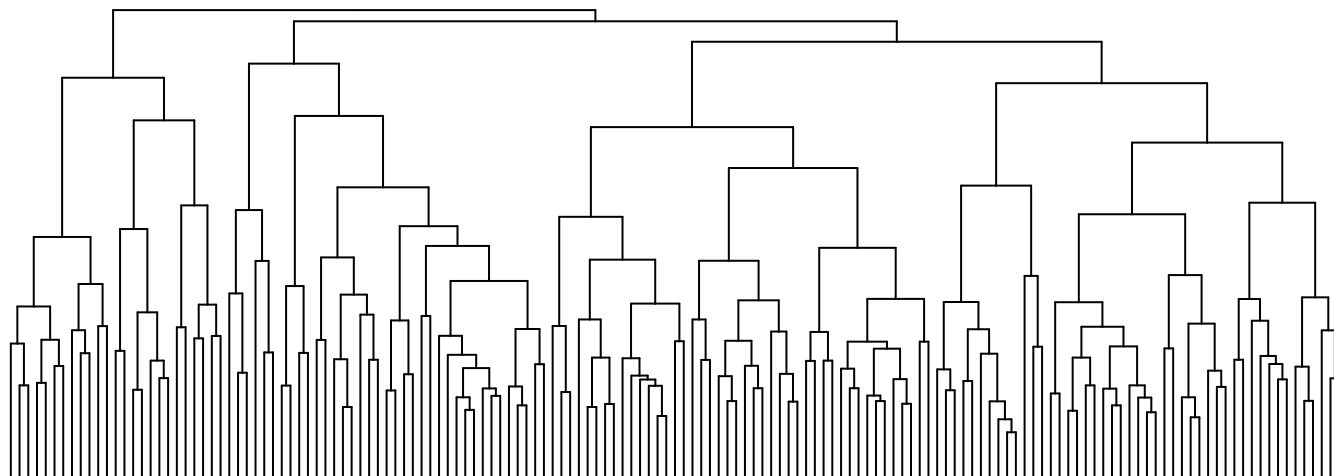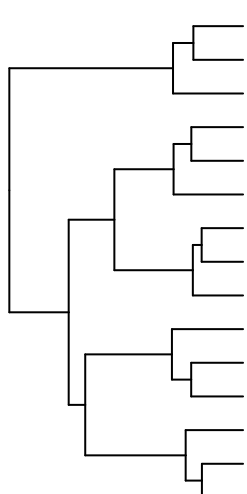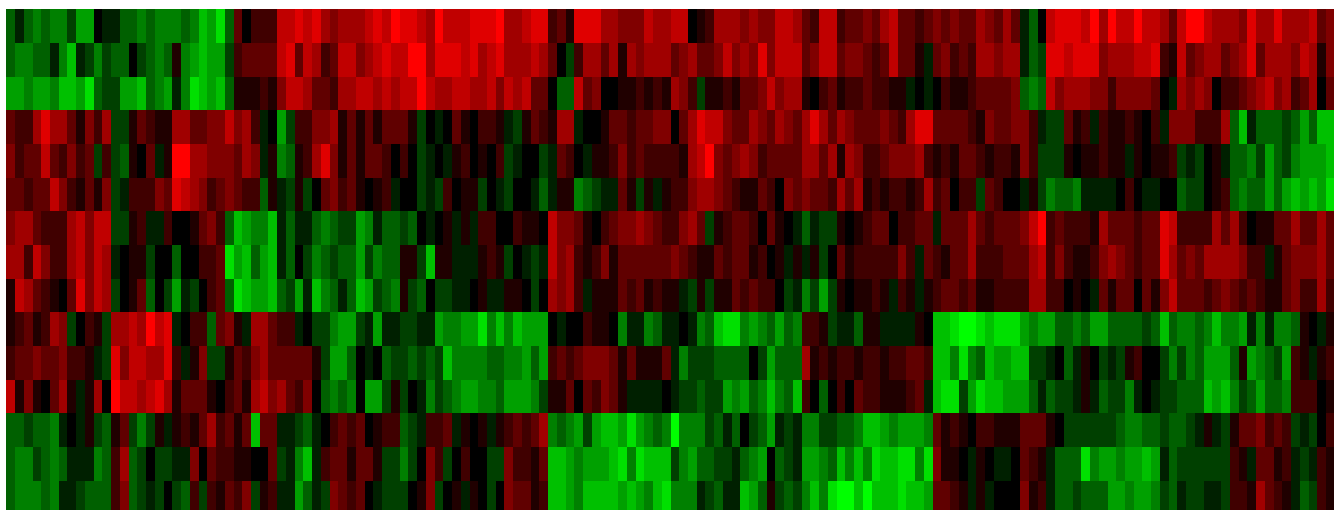

Camb.2
Camb.3
Camb.1
Hikone.3
Hikone.1
Hikone.2
Antigua.2
Antigua.3
Antigua.1
France.1
France.2
France.3
Glas.2
Glas.1
Glas.3

Testis Specific

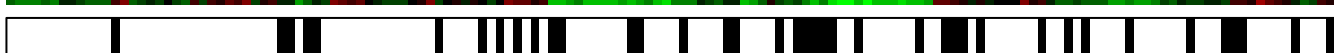

**Supplement:** Additional file 3 — Visual representation of Male by Genotype, male-biased and testis specific genes. Relative normalized expression levels for all 5 laboratory strains are displayed with hierarchical clustering. Relative transcriptional levels for genes are represented by green (high) to red (low) colouration. Genes within testis specific expression from EST comparisons are marked in black. Clustering was achieved with euclidean distance on centred gene expression data.

How the deposited data were processed for this re-analysis (not part of the article)

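RNA of whole males and females of 5 laboratory strains, aged 0 to 6 hours, was measured on 29 Affymetrix Drosophila Genome 1 arrays, 14 of females and 15 of males, with 3 replicates in each group and 2 in Hikone females. The deposited values are GCRMA summaries of probe sets on the log2 scale, made by the authors with quantile normalization, and were used as deposited. The background correction is that of GCRMA, and nothing further was subtracted from or added to the values. The versions of GCRMA and of the array files are not given. Arrays give no counts, so that their number limits the precision.

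The array controls were left out of the tests and all other probe sets were kept. One linear model with a mean for each of the 10 groups was fitted with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation of the variance. Sex was tested as the mean of the male groups minus that of the female groups, each strain weighted equally. Differences among the strains were tested with moderated F-statistics, averaged over sex, within females, within males and as the interaction of sex and strain. Glasgow was compared with Cambridge within each sex. All p were adjusted by Bonferroni over the probe sets tested, and a probe set was called at an adjusted p below 0.01. Sex-biased probe sets were those called with a difference over 2-fold, a log2 difference of 1. On simulated data, a difference of 1 (log2) planted in 200 probe sets was recovered at 92% for sex and 78.5% for strain. For strain within a sex it was recovered at 46% in females and 58.5% in males. Of 11966 unchanged probe sets, 0 were called. Recovery within a sex depends on the number of arrays of the strain that differs, which was 2 in Hikone females and 3 in every other group. The measured groups also differ in spread, with a mean SD from 0.17 in Antigua males to 0.41 in Cambridge females. The values of 46% and 58.5% therefore do not show lower power in females in general.

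Shares of sex-biased probe sets and of called genes in a list were compared with Fisher's exact test, two-sided. Counts adjusted over a list alone use Bonferroni over its measured genes, which is less strict, and were not compared with other genes. At an unadjusted p below 0.01, less strict still, 7432 of the 13966 probe sets differed among female groups and 9131 among male groups. Such counts therefore do not show that a list varied more than other genes. Genes were named from the platform's table, which gave 1 symbol for 12442 probe sets, several symbols for 327 and none for 1197, and 12393 of the first kind were in the gene table of Release 6 of the genome. For tests over genes, the brightest probe set stood for each of 10844 genes. Of 579 gene names listed before the deposited values were examined, 448 were measured under a name of the platform's table and 6 more were found through the names of Additional Files 1 and 2. The lists cover antimicrobial peptides, immune recognition and signalling, detoxification, eggshell, yolk proteins, female germline, accessory gland, testis and sperm, sex determination, phototransduction, muscle contraction, oxidative phosphorylation, heat shock, digestive enzymes, larval serum proteins, neural and haemocyte markers, and the genes the paper names.

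The genes named were chosen by a rule written before the deposited values were examined. They are the 15 with the highest F among females, among males and for the interaction, the 10 highest and the 10 lowest called differences between the sexes and between Glasgow and Cambridge, up to 4 called members of each list with the highest F, all members of lists with 5 or fewer measured genes, every gene the paper names, and control genes for the labels of sex. The rule did not say which F ranks list members, and the larger of the values in females and in males was used, among members called in either sex. Not every gene chosen by the rule is described. The values of Additional Files 1 and 2 had been seen in part when the rule and the lists were written. Those values are of the same arrays, so neither the rule nor the lists are fully independent of these data.

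Trees were made with Euclidean distance on centred values and complete linkage, with 1000 bootstrap samples of probe sets. The paper's text gives the distance, the centring and the number of bootstrap samples but not the linkage. The clustering was coded on the 5 strain means first. After that result and the paper's Fig. 1 had been seen, trees of arrays became the reported setting, because the paper's trees have replicates at their tips. The design written earlier allows either, and results for both are given.

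The alternatives were other adjustments and thresholds, median centring, a repeated quantile normalization, filters on low values, a variance trend with robust moderation, array weights, the replicate number as a block, each sex fitted on its own, control probe sets kept, other backgrounds, linkages, distances and scalings, and each array left out in turn. Gene lists were also tested without the genes that the paper names, with Benjamini-Hochberg adjustment over 16 tests, which was chosen after the data were seen. The presence calls, the testis-specific genes of the EST comparison and the over-representation of functional classes were not analysed here.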

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

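The tests on Cambridge male replicate 1, on time since eclosion, on the Cambridge arrays that stand apart, on splits of the arrays for sex after the group means were taken off, and on splits within each sex for strain and for the interaction were chosen only after the results were seen.

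The interaction of sex and strain, by limma with p adjusted over all probe sets, was called for 357 probe sets, so that their strain differences differed between females and males. The 15 genes with the highest F for it had adjusted p of 2.47e-24 for CG11598, 3.44e-20 for PH4alphaNE3, 1.08e-18 for Desat2, 5.44e-15 for Ser12, 2.32e-14 for lncRNA:CR32661, 6.22e-13 for CG4218, 9.26e-13 for CG8349, 9.84e-12 for CG6012, 2.79e-11 for Task7, 3.92e-11 for PH4alphaNE1, 1.01e-10 for CG1113, 1.92e-10 for CG32833, 3.27e-10 for Shaw, 5.86e-10 for CG3328 and 3.71e-09 for CG18641. In Desat2, Ser12, Task7 and CG8349 the strains differed among females, and in the others they differed among males. PH4alphaNE3 was 8.78 to 10.60 in France, Glasgow and Cambridge males, and 3.16 in Antigua and 2.92 in Hikone males. CG1113, CG6012 and PH4alphaNE1 were each higher in Hikone males, at 5.01, 5.34 and 4.20, than in any other male group. No biological explanation was tested for these genes.

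A set of 3 genes that the paper does not discuss was among the 15 with the highest F in both females and males. The range of the female strain means was 3.58 (log2) for CG10208, with the highest mean in France, 3.30 for CG13794, with the highest mean in France, and 4.51 for CG3857, with the highest mean in Antigua. The highest male mean of each was in the same strain.

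Cambridge male replicate 1 held ovary, eggshell and yolk transcripts, among them dhd at 12.51, against 8.63 and 3.61 in replicates 2 and 3, Vm34Ca at 11.28 and osk at 10.08. A swap with a female array is argued against, since its highest correlation with a male array was 0.98 and with a female array 0.829. Over 35 probe sets more than 64-fold higher in females, this array stood at a median of 12.5% of the female level, and the next male array at 0.173%, while unbiased probe sets shifted by 0.035 (log2) and accessory gland transcripts by 0.06. Female flies or female RNA in this sample is a candidate explanation, found and tested on the same data. Cambridge male replicate 2 was also above replicate 3 in dhd and Yp1.

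Among the 696 probe sets variable in females alone, 188 were male-biased, and their female means, relative to the mean of the strains, were −1.21 (log2) in Glasgow and 0.58 in Antigua. Male flies or male RNA in some female samples is argued against, since the testis and sperm list differed between the females of Antigua and Glasgow by a median of 0.027 (log2, SD 0.366 over 34 genes). A different share of ovary RNA cannot be told apart from strain, since the median squared correlation of the strain means with the ovary list was 0.718, between the bounds set for and against it. A different time since eclosion or feeding cannot be told apart from a different share of tissues, since the deviations of replicates within strains followed those of the digestive enzyme and muscle lists with a median correlation of 0.51 over 14 female arrays, and of 0.665 over the 11 without Cambridge (0.074 in male-biased probe sets not called in females), but also those of the haemocyte markers with 0.512 and of the ovary list with −0.504. A genetic difference between the strains stays open and was not tested.

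More probe sets were variable among males than among females. The single array fewer in females is argued against, since the male count stayed above the female count with any 1 Hikone male array left out, with the lowest male count at 1092 against 818 in females in the same fit, and so is the spread estimate shared by both sexes, since with each sex fitted on its own the counts were 476 in males and 127 in females. The wider spread of the Cambridge arrays that stand apart from their groups may account for the order, since without Cambridge male replicate 1 and Cambridge female replicate 3 the male count was 1256 and the female count 1484. A difference between the sexes in strain variation stays open as well.

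Other splits of the arrays into groups of the same sizes were counted. Of 100 splits, only the real 1 called as many probe sets as the real split for strain in females (912, highest other 137) and for strain in males (1350, highest other 70). A share of 1 in 100 is the smallest that so many splits can give. It argues against a chance order of the arrays as a whole. The shuffled splits carry strain differences into the spread, so they do not show how many calls chance gives. For sex, for strain and for the interaction, splits of all arrays (highest other 0, 2 and 3) decide nothing, since they mix the sexes within groups and the difference between the sexes then enters the spread. For sex, the group means were taken off before all arrays were shuffled, and the highest other split called 1 probe set. Taking off the means removes the difference between the sexes as well. A low count was thus fixed in advance, and the comparison with the 6539 calls decides nothing on chance. With arrays shuffled within each sex, 1 of 100 splits, the real one, reached the count for strain (2205, highest other 29). For the interaction, the additive effects of sex and strain were taken off before shuffling within each sex, and 1 of 100 splits, the real one, reached the count (357, highest other 1). For strain and for the interaction, 1 in 100 is again the smallest share possible. It argues against a chance order of the arrays within each sex. For Glasgow against Cambridge, 10 splits of 3 against 3 arrays are too few for a share under 0.05. The real split called 254 probe sets in females, with 7 in the highest other, and 320 in males, with 3 in the highest other, and in each sex 1 split reached the real count.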

How the results depend on the processing

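Leaving out both Cambridge arrays, leaving out strains, comparing the overlap of separate fits with that of independent lists, the correlation over probe sets called in only females or only males, clustering strain means, and leaving out arrays in the tests of bias, of the X chromosome, of the correlation and of the trees were chosen only after seeing the data. The other alternatives were planned. Except where its construction shows the cause, the cause was not tested.

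The counts of male-biased and female-biased probe sets and the odds ratios for the X chromosome, for male bias in each sex, for female bias in males and for unbiased expression in females kept their direction and, for tests, their side of the threshold under every alternative run for them. The odds ratios were not computed with median centring, repeated quantile normalization, a variance trend, array weights, a replicate block or separate fits of the sexes. Leaving out each array gave 1787 to 1920 male-biased and 2316 to 2434 female-biased probe sets, odds ratios on the X chromosome of 1.395 to 1.444 for female bias and 0.6181 to 0.6474 for male bias, and odds ratios of 2.391 to 3.184 for male bias, 1.518 to 2.178 for female bias and 0.2962 to 0.4016 for unbiased expression in females, and of 1.928 to 4.349, 0.1342 to 0.3708 and 0.538 to 1.378 in males.

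Leaving out each array gave 6241 to 6682 probe sets for sex, 1387 to 2330 for strain, 656 to 1368 in females, 931 to 1447 in males, 269 to 420 for the interaction, 157 to 392 in both sexes, and 178 to 283 in females and 200 to 399 in males for Glasgow against Cambridge. The strain count was 1387 without France female replicate 1, 1390 without France female replicate 3 and 1424 without France male replicate 3. The count in both sexes was 392 without Cambridge female replicate 3. Glasgow against Cambridge in males was 200 without Glasgow male replicate 1, 212 without Glasgow male replicate 3 and 209 without Cambridge male replicate 2. Where 2 Hikone females became 1, that array was assumed to vary like the other groups.

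With Benjamini-Hochberg adjustment, a less strict criterion, the counts were 10825 for sex, 10450 for strain, 6277 in females, 8662 in males, 2737 for the interaction, 4027 in both sexes, and 1294 in females and 1708 in males for Glasgow against Cambridge. At a Bonferroni threshold of 0.05, strain rose to 3435, males to 2350 and both sexes to 334. Median centring gave 10081 for sex. The brighter probe sets by mean, with fewer tested, gave 1370 for strain and 859 in males. Array weights, whose estimation stopped before it converged, gave 6241 for strain, 4326 in females, 3456 in males, 1413 for the interaction, 1100 in both sexes, and 957 and 863 for Glasgow against Cambridge. Each sex fitted on its own, with fewer arrays, gave 127 in females, 476 in males, 43 in both, and 48 and 154. Without Cambridge male replicate 1 and Cambridge female replicate 3, females gave 1484 and both sexes 354. Without Glasgow, females gave 241 and males 694, and without Cambridge males gave 872.

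Samples share only a replicate number. Over 126 pairs with the same number, deviations from group means correlated with r of −0.49 to 0.429 (median −0.002), against a median of 0.003 for other numbers, so no pairing was used. With the number as a replicate block, females gave 761 and males 1151, and with a replicate block within sex the counts were 4040 for sex, 1318 for strain, 893 in males, 221 for the interaction and 133 in both.

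Among probe sets with a highest group mean of at least 5, female bias in females was weaker (1.044), and male bias (1.664) and unbiased expression (0.6504) in females moved by over 1.5 times. Unbiased expression in males reversed there (1.243), at a Bonferroni threshold of 0.05 (1.487) and without Hikone male replicate 1 (1.378), and its result changed in 22 of 29 fits without an array, with the lowest without Cambridge male replicate 1. The correlation of strain effects was 0.338 by Spearman, 0.84 among probe sets called in both sexes and 0.451 to 0.539 with an array left out.

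The bootstrap support for the strain first separated in trees of arrays was 67.6% in the female somatic set (Glasgow), 72.1% in the ovary set (Glasgow), 48% in the male somatic set (France) and 63.7% in the testis set (Cambridge). With an array left out it was 49.7 to 94.2%, 6.4 to 100%, 25.7 to 70.6% and 15.7 to 72.8%. It was lowest without Glasgow female replicate 3, Cambridge female replicate 3, France male replicate 1 and Hikone male replicate 2. It was also 43.1% in the ovary set without Glasgow female replicate 3, 53.5% and 50.9% in the male somatic set without Cambridge male replicate 1 and 2, and 46.4% and 15.8% in the testis set without France male replicate 1 and Cambridge male replicate 2. Correlation distance gave 2.2% in the female somatic set and 0% in the ovary and testis sets, and on strain means 1.4%, 0% and 0%. The male somatic set gave 10.6% with correlation distance and 27.6% with all called probe sets, where Glasgow and Cambridge were separated together, and 77.8% with average linkage, 91.4% with single linkage, 70.6% with unit SD, and on strain means 60.4%, 78.3% with average linkage, 85.1% with single linkage and 73.7% with unit SD. The testis set gave 32.2% with average linkage and 7.9% with all called probe sets, and on strain means 15.3%, 26.7% with average linkage, 44.2% with single linkage and 20.5% with unit SD.

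Calls of named genes were lost with the replicate block within sex for 9 in females, 10 in males and 35 for sex, and with quantile normalization repeated for 6, 7 and 6. Probe sets near background limit what these arrays show, and 8096 had a highest group mean of at least 5.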

Differences from the paper's values

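The height at which the tree of arrays divides was 28.98 for the testis set, and the paper's value is about 46 in Fig. 1D, read by eye. Of the alternatives set before the data were examined, probe sets scaled to unit SD gave 45.91 and all probe sets called in males gave 55.1, both within the range counted as not different, whereas average linkage gave 21.76, single linkage 17.76 and correlation distance 1.67, which differ. Scaling to unit SD also gave 26.97 for the female somatic set, 43.21 for the ovary set and 25.79 for the male somatic set, and the paper's values are about 27 in Fig. 1A, about 43 in Fig. 1B and about 26 in Fig. 1C, read by eye. The strain separated first in each tree was that of the paper's Fig. 1 in all 4 sets. In the testis set this depends on the setting. Clustering the 5 strain means, which was computed first, separated France with support of 54%, and the trees of arrays were chosen after that value and Fig. 1 had been seen.

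In the paper, the variation between genotypes appears to be largely uncorrelated between males and females. The strain effects in females and males had a median Pearson's r over the strains of 0.53 across all probe sets, and of 0.541 across those variable in either sex. The lowest r of a strain was 0.212, in Glasgow. By Spearman's correlation the median over all probe sets was 0.338 and the lowest 0.112. Arrays of both sexes of a strain have neighbouring numbers, so shared processing cannot be told apart from shared strain effects in these values.

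The paper states that strains are farther apart in reproductive than in somatic tissue. Distances here have the same order, but it turns after dividing by the square root of the number of probe sets, which was chosen after seeing the values (0.935 in the testis and 1.236 in the male somatic set).

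GstS1 is in the paper's list of genes variable in females. Its adjusted p was 0.0108 here. It was called with a threshold of 0.05, with Benjamini-Hochberg adjustment (1.17e-05), among probe sets with a highest group mean of at least 5 (0.00271), among the brighter probe sets by mean (0.0024), with a variance trend and robust moderation (0.00499), and without Antigua female replicate 2 (0.000466), Antigua female replicate 3 (0.0019), Glasgow male replicate 3 (0.00851), Cambridge female replicate 1 (0.00958) or Cambridge female replicate 2 (0.009). The other named genes of the paper's 2 lists were each called in the sex of their list.

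The paper states that female-biased genes are not enriched among those variable in females. Here the odds ratio was 1.882 over all probe sets and 1.044 over those with a highest group mean of at least 5, an alternative set before the data were examined. The unbiased genes counted in the paper's Table 2 are fewer than the unbiased probe sets here, so its background is also narrower. In this fit, 28.7% of the probe sets of the paper's own female list were female-biased.

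The paper states that Glasgow and Cambridge are the most distant genotypes in females. Glasgow had the highest mean distance to the other strains here, but that of Cambridge was 12.04 in the somatic and 16.5 in the ovary set, below those of France (12.92 and 17.88) and Antigua (12.91 and 18.14).

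The paper places sprite on chromosome X. The gene table of Release 6 of the genome places sprt on chromosome 2R, so that it is not established that its probe set measures the gene the paper describes.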

Other observations

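The remaining gene lists were all written before the deposited values were examined, and shares were compared with other genes by Fisher's exact test with Benjamini-Hochberg adjustment. Of 37 digestive enzyme genes, 13 differed among strains averaged over sex (23 when adjusted over the list alone, adjusted p = 0.017 for the share, against 0.376 in females and 0.218 in males), 5 in females (19 when adjusted over the list alone) and 7 in males (14 when adjusted over the list alone). The mean of this list, relative to the mean of the strains, was 1.23 (log2) in Hikone females, −1.21 in Cambridge females and −1.32 in Glasgow females. The Cambridge value averages arrays far apart, at −2.39, −2.20 and 1.23 relative to the mean of all female arrays. Of 9 haemocyte markers, 3 differed in females (3 when adjusted over the list alone) and 3 in males (4 when adjusted over the list alone). Of 11 neural markers, 1 differed in females (4 when adjusted over the list alone) and 0 in males (5 when adjusted over the list alone). Of 10 heat shock and chaperone genes, 1 differed in each sex (2 in females and 3 in males when adjusted over the list alone). None of 8 larval serum protein genes was called in either sex by limma, but 6 were in males when adjusted over the list alone. Adjustment over a list alone is less strict, and those counts were not compared with other genes. At an unadjusted p below 0.01, 7432 of the 13966 probe sets tested differed in females and 9131 in males. The mean of the larval serum list was 1.03 in Glasgow males, where the arrays were at 1.63, −0.12 and 1.58 relative to the mean of all male arrays. Of 25 female germline genes, 2 differed in females (7 when adjusted over the list alone) and 1 in males (6 when adjusted over the list alone). The 3 yolk protein genes were called in neither sex by limma. Within a sex, no share of the 7 lists of this paragraph was shown to differ from that of other genes, and the lowest adjusted p was 0.0707, for haemocyte markers in females.

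Of the 42 genes that the paper names and that were measured, 25 were called in females (28 when adjusted over the list alone) and 12 in males (22 when adjusted over the list alone). These genes were chosen on these samples, so that these counts are not independent evidence.

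Of 1209 genes with several probe sets, 123 had at least 1 probe set called in females, and in 117 of these other probe sets of the gene were not called. In males these numbers were 176 and 166. The range of the strain means was over 2-fold for 787 of the 912 probe sets called in females and for 928 of the 1350 called in males, and over 16-fold for 33 and 37.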
